# In vitro- and in vivo-produced male dairy calves show molecular differences in the hepatic and muscular energy regulation^†^

**DOI:** 10.1093/biolre/ioac131

**Published:** 2022-06-29

**Authors:** María B Rabaglino, Jan Bojsen-Møller Secher, Poul Hyttel, Haja N Kadarmideen

**Keywords:** bioinformatics, system biology, multi-omics, fetal programming

## Abstract

In cattle, the in vitro production (IVP) of embryos is becoming more relevant than embryos produced in vivo, i.e. after multiple ovulation and embryo transfer (MOET). However, the effects of IVP on the developmental programming of specific organs in the postnatal calves are yet unknown. Previously, we reported an epigenomic and transcriptomic profile of the hypothalamus–pituitary–testicular axis compatible with its earlier activation in IVP calves compared to MOET animals. Here, we studied the hepatic and muscular epigenome and transcriptome of those same male dairy calves (*n* = 4 per group). Tissue samples from liver and semitendinosus muscle were obtained at 3 months of age, and the extracted gDNA and RNA were sequenced through whole-genome bisulfite sequencing and RNA-sequencing, respectively. Next, bioinformatic analyses determined differentially methylated cytosines or differentially expressed genes [false discovery rate (FDR) < 0.05] for each Omic dataset; and nonparametrically combined genes (NPCG) for both integrated omics (*P* < 0.05). KEGG pathways enrichment analysis showed that NPCG upregulated in the liver and the muscle of the IVP calves were involved in oxidative phosphorylation and the tricarboxylic acid cycle. In contrast, ribosome and translation were upregulated in the liver but downregulated in the muscle of the IVP calves compared to the MOET calves (FDR < 0.05). A model considering the effect of the methylation levels and the group on the expression of all the genes involved in these pathways confirmed these findings. In conclusion, the multiomics data integration approach indicated an altered hepatic and muscular energy regulation in phenotypically normal IVP calves compared to MOET calves.

## Introduction

The application of assisted reproductive technologies (ART) in cattle has been reported since the 1900s, with the successful use of artificial insemination (AI) (reviewed in Ref. [1]). However, ART involving embryo manipulation is relatively more recent. The transfer of in vivo produced embryos was achieved in the early 1950s [2], while in vitro fertilization and the birth of the in vitro produced (IVP) calves were gradually developed and refined over the 1980s and 1990s [3, 4]. Today, the use of these technologies, i.e. IVP of bovine embryos and multiple ovulation and embryo transfer (MOET), are extensively used worldwide to improve genetic gains in beef and dairy cattle (reviewed in Refs. [5, 6]). The use of MOET was for many years more extensively used than IVP. However, this trend has been reversed during the last few years [7], given the lower costs and improvements in the techniques employed for IVP. In this regard, enhancement of the culture media has reduced the incidence of the most common unwanted phenotype in IVP calves: large offspring syndrome (LOS) (reviewed in [8]) although this phenomenon is not completely eliminated yet. LOS is an overgrowth syndrome caused mainly by alterations in the epigenetic profile in various organs, both in imprinted and nonimprinted regions, which are associated with changes in gene expression [9–12]. On the other hand, IVP calves born normal did not differ in their reproductive functions and lactation performance from calves generated by AI [13, 14]. However, changes at the molecular level in the organs of the apparently normal IVP calves are still unexplored.

In a previous article, we demonstrated that healthy dairy male IVP calves, of 3 months age, presented an epigenomic/transcriptomic profile compatible with early activation of the hypothalamus–pituitary–gonadal (HPG) axis when compared to the MOET calves [15]. There were no differences regarding body weight at birth and growth rate among these animals. Our results suggested a premature maturation of the IVP calves, which could have impacted the age at puberty, although this is unknown so far. In the present study, we complete this previous report by analyzing the epigenomic and transcriptomic data from muscle and liver samples obtained from the same IVP and MOET calves at 3 months of age. Both organs play a crucial role in the programming of metabolism regulation during fetal life (reviewed in Ref. [16]). Thus, we hypothesize that the molecular profile of these organs is compatible with altered metabolism in IVP calves when compared to the MOET animals, even when they were phenotypically similar. The objective of this study was to apply integrative multiomics and bioinformatics approaches to explore the muscular and hepatic epigenomic and transcriptomic differences between phenotypically normal IVP and MOET male calves.

## Materials and methods

### Animals

The donors, recipients, and calves were all housed in the same nucleus herd, ensuring minimal differences in the housing environment. The Danish Animal Experiments Inspectorate characterized the IVP, superovulation, and embryo transfer procedures as part of the nucleus herd breeding program Tirsvad Holstein. Therefore, we did not need a license for these practices. The euthanasia procedures were approved by the local ethical and administrative committee at the Department of Veterinary Clinical Sciences at the University of Copenhagen (license number 2020-006). Table 1 describes the parental combination used to produce the ovum pick-up (OPU)-IVP or MOET embryos.

**Table 1:** Donors and sires employed to produce the calves for this study. CKR is the unit number for animal registration in the Danish Central Register of Livestock. MOET: embryos were produced in vivo (ovarian superovulation followed by embryo collection and transfer). IVP: embryos were produced in vitro (ovarian mild stimulation, OPU, and cultured/fertilized in a serum-free media)

Animal IDs	Groups	Mother CKR	Recipient CKR	Father
5833	IVP	24680-05142	24680-05115	My Dream P RC
5841	IVP	24680-05142	24680-05139	My Dream P RC
3208	IVP	24680-05142	40156-02786	Builder P
3209	IVP	24680-05142	42042-03225	Builder P
5932	MOET	24680-04912	24680-05227	Solitær P
3213	MOET	24680-04912	49578-03835	Simon P
3217	MOET	24680-05142	53871-04210	BuilderP
3218	MOET	24680-05142	40156-02795	BuilderP

### Production of the OPU-IVP embryos

OPU was performed after a mild 2-day stimulation protocol using 75 IU of follicle-stimulating hormone (FSH) and luteinizing hormone (LH), once a day each day (Pluset, Scanvet, Denmark) starting 9–11 days after detection of spontaneous estrous (mid-luteal phase), 3 days before OPU. Further, 24 h after the last FSH/LH injection, and just before OPU, the donor was given epidural anesthesia (Lidocain). An ECM scanner (ECM France) with a 5 MHz transducer was used to visualize the donor’s ovaries. Follicles were aspirated transvaginally using a 17-gauge needle connected to a Minitube GmbH aspiration pump. The oocytes were collected in OPU media (IVF-Bioscience, UK) and scored according to the layers of cumulus cells, color, and homogeneousness of ooplasma.

Chemically defined media from IVF Bioscience was used for oocyte search, in vitro maturation, in vitro fertilization, and in vitro culture. All steps were performed according to the manufacturer’s guidelines, as previously described [17]. The embryos were transferred fresh 7–8 days after fertilization.

### Production of the multiple ovulation and embryo transfer embryos

Beginning in the mid-luteal phase, 6–13 days after registered estrus, the donors were superstimulated with a total of 800 IU FSH and 800 IU LH (16 ml Pluset, Scanvet, Denmark) over 4 days in a decreasing dose schedule, according to the manufacturer’s guidelines. Briefly, twice a day (08:00 and 20:00), 3 ml or 150 IU (day 1), 2.5 ml or 125 IU (day 2), 1.5 ml or 75 IU (day 3), and 1.0 ml or 50 IU (day 4) of FSH and LH were injected intramuscular. On the fourth day of stimulation, luteolysis was induced with 0.5 mg cloprostenol (Estrumate, MSD Animal Health, Denmark). AI was performed 2 and 3 days after luteolysis was induced. Embryo flushing was performed 7 and 8 days after insemination, and embryos were transferred fresh. The recipients were synchronized with 0.5 ml cloprostenol given 24 h before the donors were given cloprostenol. The recipients received epidural anesthesia (Lidocain) before the transfer, and a single embryo was transferred ipsilateral to the corpus luteum.

### Calves

The calves were born at Tirsvad Holstein (Denmark) and housed there until 2.5 months of age. All animals in this study were born at term from February 2020 to June 2020, and they were all Holstein males (*n* = 4 per group). Birth weight did not differ between IVP and MOET calves (38.25 ± 2.62 kg vs. 36.25 ± 2.75 kg, respectively, *P* > 0.05). Calves in both groups were raised in similar conditions until euthanasia, performed at around 3 months of age (101.75 ± 2.5 vs. 102.67 ± 1.15 days for IVP and MOET calves, respectively), except for one MOET calf that was 144 days old. Bodyweight gain per day from birth to euthanasia was similar among calves in both groups (0.88 ± 0.1 kg vs. 0.83 ± 0.1 kg for IVP and MOET calves, respectively, *P* > 0.05). For euthanasia, the calves were transported to the Large Animal Hospital of UCPH (Taarstrup, Denmark). They were housed for 14 days in the hospital stables and euthanized with 100 mg/kg of pentobarbital sodium (Dechra Veterinary Products A/S, Denmark). Tissue samples from several organs were obtained in less than 10 min after euthanasia and immediately snap-frozen in liquid nitrogen. All samples were biobanked in liquid nitrogen. For the current study, samples from the semitendinosus muscle in the left leg, and from the right lobe of the liver were employed.

### gDNA/RNA extraction, library preparation, and sequencing

Tissue samples were shipped in dry ice to the BGI TECH SOLUTIONS Company (Hong Kong), which performed the gDNA and RNA extraction, quality control, library preparation, and sequencing. All samples met the requirements for library preparation [guanine and cytosine (G and C) content between 35% and 65% for extracted gDNA; adequate concentration and quantity, purity as OD260/280 = ~1.8 – 2.0 and RIN > 8 for the extracted RNA]. The gDNA samples were subjected to whole-genome bisulfite sequencing (WGBS), through bisulfite library preparation and PE100 sequencing with 45Gb clean data per sample on DNBSEQ. RNA-sequencing (RNA-seq) was run in the RNA samples through nonstranded and polyA-selected mRNA library preparation and PE100 sequencing with 5 Gb clean data per sample on DNBSEQ. For both techniques, after library preparation and sequencing, raw data with adapter sequences or low-quality sequences were filtered to remove contamination and obtain valid data. This step was completed by the SOAPnuke software developed by the BGI Company. Clean raw data were generated in the FASQ format.

### Bioinformatic analysis

The bioinformatic pipeline and main outputs of this study are shown in Figure 1. The WGBS clean reads were aligned to the bovine reference genome (bosTau 9) using the Bismark Bisulifte Read Marker (v 0.22.3) [18]. All covered cytosines were used for calculation of global CpG methylation level in Bismark using the following formula: percent global methylation = (number of methylated cytosines/total number of cytosines) × 100. The RNA-seq read pairs were mapped to the bovine reference genome (bosTau 9) with STAR aligner (v. 2.7) [19], generating the genome index with the gene *Bos taurus* release 102 annotations. Read counts were estimated at the gene level using HTSeq-count (v. 0.11.1) [20]. Samples’ distribution and clustering, according to the methylated CpG or gene expression, were assessed through principal component analysis (PCA) and hierarchical clustering, respectively, using internal packages of R.

**Figure 1:**
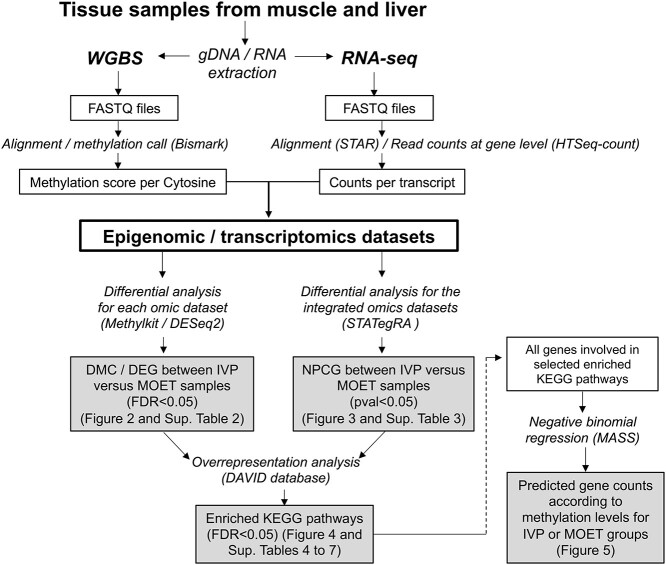
Bioinformatic pipeline and main outputs of the study. The scheme represents the workflow employed in the samples from the liver and muscle organs obtained from 3 months old IVP or MOET male calves. The methods are detailed in italics (the software used are in parenthesis), while the outputs are shown in the squares. Shaded squares denote the main results from the study (corresponding tables or figures are indicated in parenthesis). The dashed arrow means that the information from a given result was used for the other result. MOET: embryos were produced in vivo (ovarian superovulation followed by embryo collection and transfer). IVP: embryos were produced in vitro (ovarian mild stimulation, OPU and cultured/fertilized in a serum-free media). DMC: Differentially methylated cytosines. DEG: differentially expressed genes. NPGC: nonparametrically combined genes.

Data are deposited in The National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) and are accessible through the GEO accession number GSE176219.

### Determination of differentially methylated cytosines and differentially expressed genes

The binary alignment map files generated from the Bismark software after processing the WGBS files were analyzed using the Bioconductor package methylKit [21] for the R software. Read coverages lower than 10 counts or higher than the 99.9th percentile were filtered out to discard low coverage and clonal reads. The effect of age was controlled by removing the component associated with this variable. Identification of differentially methylated cytosines (DMC) between IVP and MOET groups was performed by logistic regression, where the “group” variable was used to predict the log-odds ratio of methylation proportions. The logistic regression model was fitted per methylated region, testing if the group vector had any effect on the outcome variable or not. *P*-values were adjusted to *q*-values using the sliding linear model method [22], and DMC were defined as those with *q* < 0.05. Annotation of DMC was performed with the Bioconductor/R package Genomation [23]. Browser extensible data files of CpG islands and RefSeq database for the bosTau9 assembly were downloaded from the UCSC table browser (https://genome.ucsc.edu/cgi-bin/hgTables). All DMC were first annotated with the nearest (no specific cut-off) transcription start site (TSS). Next, DMC were annotated with gene structures (promoter, exon, intron, CpG islands, or shores). Promoters and CpG shores were defined as ±1000 bp and ± 2000 bp of the TSS and CpG islands, respectively.

The read count files (text files) obtained after processing the RNA-seq files were employed to determine the differentially expressed genes (DEG) with the DESeq2 package [24] for the R software. The effect of age was controlled with the sva package [25]. Next, the gene expression counts were normalized by library size with DESeq2 methods. The differential analysis was performed by fitting a logistic regression model to the gene counts, modeled by a negative binomial distribution, and p-values were adjusted with the Benjamini–Hochberg method. The Wald test statistic was employed to test for model significance. The DEG between IVP and MOET groups were defined as those with false discovery rate (FDR) <0.05.

Given that the sample size was low, we performed a power analysis a posteriori with the ssizeRNA_vary function of the ssizeRNA package for R [26]. This function calculates the power for different sample sizes in two-groups RNA-seq experiments with variable means and dispersions among genes. The calculation was performed by specifying an alpha (FDR) of 0.05, the corresponding proportions of non-DEG, the mean counts in the MOET group, and the dispersion.

### Integration of both omics datasets

Identification of relevant genes when combining both omics data for each tissue was done through a nonparametric combination (NPC) methodology [27], applied with the omicsNPC function [28] of the STATegRA package [29]. Briefly, each dataset was analyzed separately first, to compute *P*-values when contrasting both groups. Next, these *P*-values were combined through the Fisher function, using 1000 permutations. Genes that were significant (*P*-value <0.05) after the combination were defined as “nonparametrically combined genes” (NPCG). In other words, these muscular or hepatic genes are associated with the embryo origin of the calves when considering both transcriptomic and epigenomic data. Identified NPCG were further evaluated according to their mRNA expression in IVP or MOET samples, through hierarchical clustering and heat map. The clustering was made using Spearman Rank Correlation as a similarity metric and centroid linkage as a clustering method, implemented with the Cluster 3.0 software [30]. The resulting dendrogram and the heat map were visualized with Java TreeView [31]. Genes in the resulting clusters were compared to the DEG, and to the overlapping DEG and genes associated with the DMC, through Venn Diagrams, using Venny 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/).

### Functional analysis

The EntrezID corresponding to the annotated TSS related to DMC in a genic region, to the DEG, or to the NPCG, was interrogated for enriched KEGG pathways using the Database for Annotation, Visualization and Integrated Discovery (DAVID; [32]), using the Functional Annotation Clustering tool. Only clusters with functional terms enriched at FDR < 0.05 were retained.

Based on these results, some pathways were analyzed to determine if the methylation levels and the group (IVP or MOET) were influencing the expression of the genes involved in such pathways. For this, the effect of methylation levels, the group, and the interaction among these variables, on the read counts for each gene was modeled through a negative binomial regression using the MASS package for the R software [33]. Each term was considered significant at *P* < 0.05. If the interaction was not significant, it was dropped from the model. The complete list of genes’ Entrez IDs belonging to the selected pathways was downloaded from the KEGG pathway database (https://www.genome.jp/kegg/pathway.html). Next, for each pathway and organ, the methylation proportions for each gene in each sample were obtained across the whole genome (annotated CpG with nearest TSS). If more than two regions included the same Entrez ID, the methylation proportions were averaged. A similar step was performed for the transcriptome data if more than two Ensembl IDs were encoding for the same Entrez ID, although the average counts were rounded. In addition, some of these pathways were graphed with the Pathview package [34]. Briefly, this tool set maps the data with the pathway of interest and renders the pathway graph. Genes in these pathways with more expression in IVP or MOET groups were colored in red or green, respectively.

## Results

### Methylation and expression data mapping

Data generated from the WGBS method had on average, a 67.4% of unique mapping rate to the *B. taurus* genome, ranging from 65.1% in the liver to 69.8% in muscle. Per group, the averages were 68.1% and 66.57% for IVP and MOET groups, respectively. From these mapped reads, 72.1% (67.8–72.1%) of the cytosines belonged to CpG, and only 1.1% to CHG or CHH (which were not considered in further analyses). 

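Polyadenylated RNA from the liver and the skeletal muscle of 8 Holstein bull calves was sequenced in 16 libraries, 1 per calf and organ. There were 4 calves from embryos produced in vitro (IVP) and 4 from embryos collected after superovulation and transferred (MOET). The authors aligned the read pairs to the bosTau9 assembly, counted them per Ensembl gene and adjusted the counts for the age of the calves before they deposited them. The libraries were not stranded, so genes that overlap could share or lose reads. Apart from this, paralogs that are nearly identical could share or lose reads. The deposited values are whole numbers for 27607 gene IDs without normalization for library size, and because of the age adjustment they are estimated counts rather than reads as counted. The deposited table gives Ensembl IDs only, and the supplementary tables of the paper pair 4181 of them with a gene name.
In each organ, genes with low counts were removed with edgeR's filterByExpr, libraries were normalized by TMM, and IVP calves were compared with MOET calves by edgeR's quasi-likelihood test with age in days as covariate and Benjamini-Hochberg adjustment (FDR). The age of MOET calf 3213 was 144 days, and that of the other 7 calves lay between 98 and 104 days. Over genes with a mean above 200 counts, the median deviation of its counts from the mean of the other MOET calves was 0.0260 on the log2 scale in liver and 0.0187 in muscle, below the 0.0385 and 0.0404 that counting noise alone gives for 1 library. The deviation of the other 7 calves from the rest of their group lay between 0.103 and 0.377 in liver and between 0.107 and 0.180 in muscle. The library of calf 3213 was therefore not taken as a separate replicate in means and SDs, which cover 4 IVP calves and the 3 other MOET calves.

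**Figure D1:**
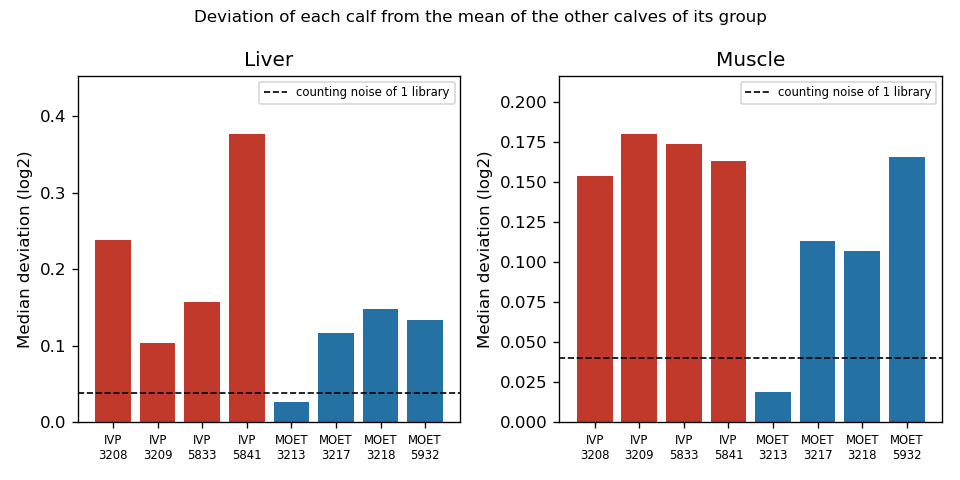
Median deviation (log2) of each calf's counts from the mean of the other calves of its group in liver (8256 genes with a mean of over 200 counts) and muscle (6374 genes), with IVP calves in red and MOET calves in blue. The bar of MOET calf 3213 stands below the dashed line, the counting noise of 1 library, in both organs, and the bars of the other calves stand above it.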

Transcriptomic data generated from the RNA-seq method resulted in a high proportion of reads with unique alignment to the *B. taurus* genome: 96.3% on average (95.5–96.7%). Further, 80.9% (76.5–84.6%) of these reads were assigned to Ensembl IDs (78.9% in liver and 82.9% in muscle), and around 80.6% in both groups.

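The deposited counts of a liver library summed to between 23161912 and 24342918 in IVP calves (median 23746003.5) and between 22758137 and 24667728 in MOET calves (median 23577912.5). In muscle they summed to between 25081026 and 25626474 in IVP calves (median 25269880.5) and between 23677247 and 25338711 in MOET calves (median 25059364). These totals were used here. The reads that Table S1 gives as assigned, the paper's values, lie between 22706428 and 24642367 in the liver of MOET calves, and the deposited totals of 3 of these 4 libraries are above them. At least 1 count was listed for 18086 to 18663 genes in liver and for 16275 to 17730 in muscle. To look for a library deposited under more than 1 name, the deposited counts of libraries of the same group were compared in pairs. Over the pairs without calf 3213, the chi-square divided by its degrees of freedom lay between 21.1 and 140.6 in liver and between 11.6 and 219.2 in muscle.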

Table S1 contains the details about the results from the mapping and methylation call steps for the epigenomic data and mapping and read counting steps for the transcriptomic data. 

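In principal component analysis of the log2 CPM (counts scaled to library size) of the 500 most variable genes, the first component held 63.6% of the variance in liver and 48.1% in muscle. Every IVP calf lay on the same side of every MOET calf along it in both organs, and the group means were 1.67 and 1.41 SDs of the component apart. In muscle calf 3213 lay farthest out on this axis, at -37.1. The other MOET calves had -5.42 to -2.04 and the IVP calves 6.83 to 18.7, so the muscle values rest in large part on calf 3213. Hierarchical clustering into 2 clusters parted the 4 IVP from the 4 MOET calves in liver. In muscle it set MOET calf 3213 apart from the other 7 calves. Over all genes that pass the filter, the same clustering set IVP calf 5841 apart in liver and parted IVP from MOET calves in muscle, and the first component held 66.5% and 39.6% of the variance.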

Sample relatedness according to overall CpG methylation levels or expression levels is shown in Figures S1 and S2, respectively.

### Identification of DMC and DEG in liver and muscle of IVP versus MOET

The number of DMC and DEG, respectively, were 1599 and 3372 for the liver; and 2459 and 1563 for the muscle (FDR < 0.05). 

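With age as covariate, 5 of the 14290 genes tested in liver and 60 of the 12854 tested in muscle had an FDR under 0.05 (edgeR's quasi-likelihood test). The 5 liver genes were higher in IVP calves. In muscle 36 were higher and 24 lower. At an FDR under 0.1 there were 18 genes in liver and 423 in muscle, and an unadjusted p under 0.05 was reached by 4253 and 2544 genes. In 33.1% of the liver genes and 19.0% of the muscle genes all 4 IVP calves lay above or below all 3 MOET calves other than 3213. A random split gives 5.71% on average, but genes vary together, so 1 split can give far more. Splits were not counted for this share. In edgeR without age and without calf 3213, 4662 liver genes had an unadjusted p under 0.05. The split of calves 3208, 3217, 3218 and 5932 from the rest gave 5547. In muscle the numbers were 2666 and, for another split, 2681. The numbers of DEG moved with the age term, calf 3213 and the tool. Without the age term edgeR called 2998 genes in liver and 1174 in muscle, and DESeq2's Wald test called 4464 and 1563. Without calf 3213 and without age, edgeR called 5 and 83 and DESeq2 2103 and 591, alternatives chosen after seeing the data. Without calf 3213 and with age, edgeR called 2187 and 42.
The 5 liver genes were PRSS2, GSTT4, CCDC42, TRIM31 and LOC509881, of which TRIM31 and LOC509881 are listed only because the number is small. PRSS2 (ENSBTAG00000021565) had between 7162 and 12185 counts in the liver of the IVP calves and 1, 0, 0 and 0 in the MOET calves, against a floor of 3 counts at least 3425-fold higher in the mean of the IVP calves and at least 2353-fold in the lowest of them. GSTT4 (ENSBTAG00000000170) reached 30.0 ± 10.1 CPM (SD, n = 4) in IVP and 4.50 ± 1.02 CPM (SD, n = 3) in MOET liver, a log2 fold change of 2.77 (standard error 0.316, FDR 0.0402 from edgeR). CCDC42 (ENSBTAG00000018416) had a log2 fold change of 1.59 in liver (standard error 0.156, FDR 0.0233 from edgeR), and all 4 IVP calves lay above all MOET calves. The exact two-sided permutation test over 4 against 3 calves gave p = 0.0286, the smallest p this design allows. It adds no evidence, since the rule that named this gene required groups without overlap.
In muscle PRSS2 had 426 to 576 counts in IVP and 0 to 5 in MOET calves (log2 fold change 8.17, FDR 9.39e-06 from edgeR). With so few counts in MOET calves the size of this fold change is uncertain. It lay between 7.62 and 10.8 with each calf left out in turn. ATF3 (ENSBTAG00000008545) rose from 14.7 ± 6.73 CPM (SD, n = 3) in MOET to 108.1 ± 54.2 CPM (SD, n = 4) in IVP muscle, a log2 fold change of 2.83 (standard error 0.408, FDR 0.0206 from edgeR). ENSBTAG00000047752 had a log2 fold change of 2.18 in muscle. The largest decreases among DEG of at least 5 CPM in which the groups did not overlap were those of ENSBTAG00000017524 (log2 fold change -1.52), ENSBTAG00000037899 (-1.25) and ZNF385D (-1.23). With each calf left out in turn, between 1 and 2187 genes were called in liver and between 6 and 350 in muscle, and DEG of liver numbered 2187 without MOET calf 3213 and 1219 without IVP calf 5841. With calf 3213 left out, calf 5841 was 98 days old and the rest 102 to 104. The age term of that fit thus set mainly calf 5841 apart.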

There were 154 and 108 overlapping genes between DEG and genes associated with the DMC for liver and muscle, respectively (Figure 2 and Table S2). For the DEG, the power for a sample size of *n* = 4 was around 80% and 72%, considering that 12.2% and 5.7% of the 27 607 transcripts were DEG for liver and muscle, respectively.

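Of the 27607 gene IDs, the 5 and 60 DEG called with age as covariate make up 0.0181% in liver and 0.217% in muscle. In counts simulated from the liver libraries with 200 genes changed by 1 log2 unit, the same test called 124 of them (62%), and 7.46% of its calls were false. In counts simulated from the muscle libraries it called 188 of 200 (94%), with 3.59% of calls false. Without the age term DESeq2 called 181 of the 200 changed genes in simulated liver counts with 15.0% of calls false, and 196 of 200 in simulated muscle counts with 7.98% false. The simulated genes varied independently of each other, and their counts were not adjusted for age. These shares therefore need not hold for the deposited counts and cannot be set against the paper's power.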

**Figure 2:**
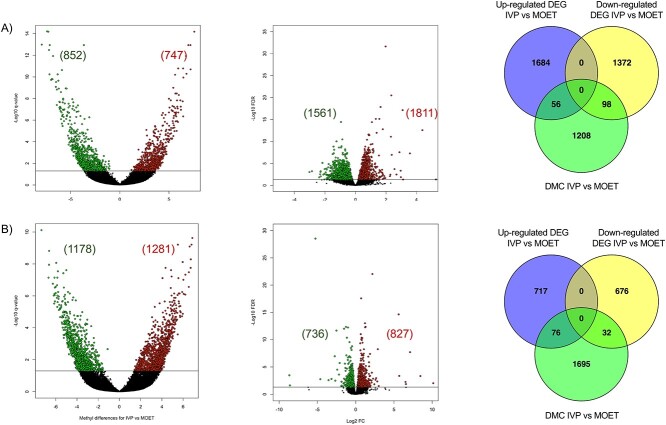
Differentially methylated cytosines (DMC) and differentially expressed genes (DEG) in the liver (A) or muscle (B) of IVP versus MOET calves. Volcano plots in the left represent the number of hyper (red dots) or hypo (green dots) DMC; while the ones in the center depict the upregulated (red dots) or downregulated (green dots) DEG. Venn Diagrams in the right show the overlap between up- and down-regulated DEG and genes associated to DMC; 154 for liver and 108 for muscle. IVP: embryos were produced in vitro (ovarian mild stimulation, OPU and cultured/fertilized in a serum-free media). MOET: embryos were produced in vivo (ovarian superovulation followed by embryo collection and transfer).

### Identification of NPCG between IVP and MOET calves

Application of the NPCG methodology to the individual *P*-values for genes associated with methylated cytosines, and expressed genes, when IVP calves were compared to the MOET counterparts, resulted in 3606 and 2733 NPCG for liver and muscle, respectively, for which the combined *P*-value was <0.05 (Table S3). Figure 3 shows the mRNA expression of these NPCG in the liver or muscle of IVP and MOET calves. In the liver, there were two main clusters with 1548 and 1584 NPCG upregulated in the MOET and IVP calves, respectively. In the muscle, the two main clusters contained 1303 NPCG more expressed in the IVP calves and 1301 NPCG upregulated in MOET calves. Several NPCG were identified as DEG, following the same direction for the expression levels in IVP or MOET samples. For example, in the liver, around half of the NPCG on each cluster were overlapping with around half of the up or downregulated DEG. For muscle, around 44% of the NPCG overlapped with about 73% of the DEG (Figure 4). Furthermore, 70.1% and 73.1% of the overlapping DEG and genes associated with DMC, for liver and muscle, respectively, were also classified as NPCG (Figure S3).

**Figure 3:**
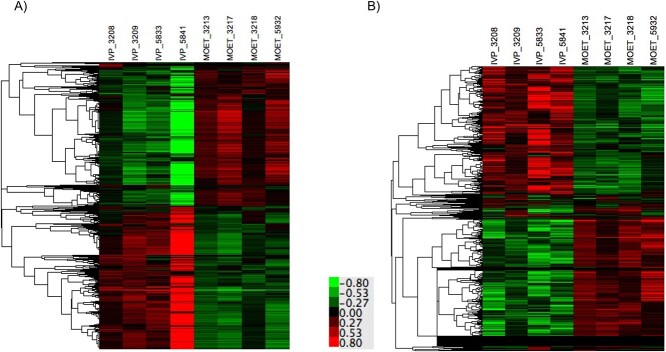
Hierarchical clustering and heat map for the mRNA expression of the nonparametrically combined genes (NPCG) in liver (A) and muscle (B). These genes have a *P*-value < 0.05 after application of the nonparametric combination method, which considers the comparison between IVP and MOET calves for both epigenomic and transcriptomic datasets. IVP: embryos were produced in vitro (ovarian mild stimulation, OPU, and cultured/fertilized in a serum-free media). MOET: embryos were produced in vivo (ovarian superovulation followed by embryo collection and transfer).

**Figure 4:**
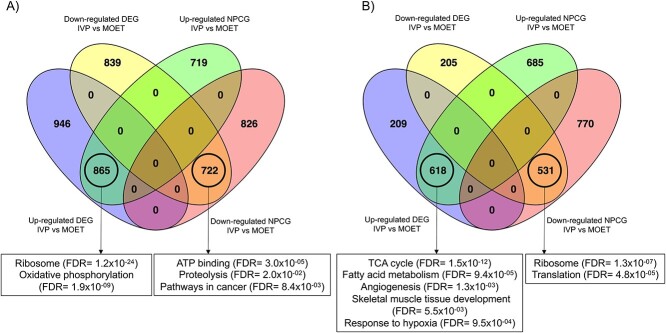
Venn diagrams comparing differentially expressed genes (DEG) and clusters of nonparametrically combined genes (NPCG) in liver (A) and muscle (B). DEG are up- or down-regulated in IVP samples relative to MOET samples. NPCG are those with a *P*-value of <0.05 after application of the nonparametric combination method, which considers the comparison between IVP and MOET calves for both epigenomic and transcriptomic datasets. The clusters were determined as shown in Figure 2. Functional terms displayed in the boxes were enriched by the overlapping genes. IVP: embryos were produced in vitro (ovarian mild stimulation, OPU, and cultured/fertilized in a serum-free media). MOET: embryos were produced in vivo (ovarian superovulation followed by embryo collection and transfer).

### Functional analysis of DEG, of genes associated with DMC, and of NPCG

*Liver:* The functional analysis of the upregulated DEG showed that the top clusters contained strongly enriched functional terms related mainly to ribosome and translation, and mitochondria and oxidative phosphorylation. However, the downregulated DEG enriched focal adhesion and extracellular matrix interaction, among other functional terms (Table S4). 

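Among the genes named through the supplementary tables, 61 genes of the cytosolic ribosome were higher in the liver of IVP calves, 61 of 61, with a median log2 fold change of 0.85. The 36 nuclear genes of oxidative phosphorylation that could be named were higher as well, with a median of 0.66, as were 31 of 31 genes of the mitochondrial ribosome (median 0.67) and 14 of 14 of the proteasome (median 0.69). With RLE factors in place of TMM the same 61 of 61 ribosomal genes were higher, and likewise in the fit without age. None of these genes had an FDR under 0.05 in edgeR's test with age, and an unadjusted p under 0.05 was reached by 61 of the ribosomal and 33 of the oxidative phosphorylation genes. The paper's tables name DEG and combined genes, so the genes that can be named were in part chosen by these same libraries, and the directions describe them without a test. Of the genes listed beforehand for the cytosolic ribosome, 71.8% could be named.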

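Of 24 named genes of the extracellular matrix and its receptors, 20 were lower in the liver of IVP calves, with a median log2 fold change of -0.56. Their mean log2 CPM was 4.14 ± 0.23 (SD, n = 4) in IVP and 4.67 ± 0.11 (SD, n = 3) in MOET calves. Of 16 named cytoplasmic genes of focal adhesion, 13 were lower, with a median of -0.34. Unadjusted p-values under 0.05 were reached by 17 and 8 of these genes in edgeR's test with age, and no gene of either list had an FDR under 0.05.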

Genes near hypomethylated cytosines were associated with lipid metabolism/secondary metabolites biosynthesis, transport, catabolism, and ATP binding; but no functional terms were enriched with genes related to hypermethylated cytosines. However, the cluster of NPCG more expressed in the IVP calves was enriched for similar functional terms as the DEG (ribosome, translation, and mitochondrial respiration). NPCG upregulated in the MOET calves were enriched in ATP binding, protein kinase, and cancer-related pathways (Table S5). Matches between enriched functional terms by DEG or by NPCG occurred because of the overlapping genes between them, which were associated with the common functional term (Figure 4A).

The negative binomial model showed that both the methylation levels and the group affected the expression of genes involved in the ribosome and oxidative phosphorylation KEGG pathways. There was a negative correlation between methylation levels and gene expression, which was predicted to be higher in samples from the IVP calves at any methylation level (Figure 5A).

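Only the expression side of this model is given here, since the methylation proportions were not used. The 18 genes of the small cytosolic ribosomal subunit that the paper's tables list for liver had a mean log2 CPM of 7.92 ± 0.51 (SD, n = 4) in IVP and 7.15 ± 0.15 (SD, n = 3) in MOET liver. The 35 genes of the large subunit had 8.33 ± 0.51 and 7.53 ± 0.13. The 14 genes of complex I of the respiratory chain had 5.69 ± 0.42 and 5.02 ± 0.19. In each of the 3 lists all genes were higher in IVP liver, with median log2 fold changes of 0.82, 0.86 and 0.63. The paper chose these genes from the same liver libraries, so no p-value is given.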

**Figure 5:**
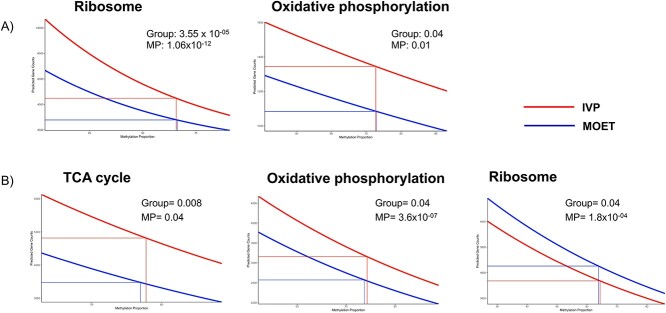
Prediction of read counts for genes involved in specific pathways from 10% to 90% of methylation proportion (MP). The boxes show the *P*-values for the effect of MP or the group (IVP or MOET) in the expression of all genes in each pathway in the liver (A) or (B) muscle of IVP and MOET calves. Vertical and horizontal lines indicate the predicted gene counts for each group at the average MP. IVP: embryos were produced in vitro (ovarian mild stimulation, OPU, and cultured/fertilized in a serum-free media). MOET: embryos were produced in vivo (ovarian superovulation followed by embryo collection and transfer).

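In the muscle of IVP calves, 16 of the 16 genes that the paper's tables list for the TCA cycle were higher than in MOET calves, with a median log2 fold change of 0.44. The 15 listed genes of fatty acid metabolism were also higher, with a median of 0.52, in edgeR's fit with age. The paper chose both lists among genes higher in IVP muscle in these same libraries. Their directions and p-values were thus largely fixed in advance and are no test. Of the genes of lists written before the data were examined, 10 of 10 named genes of angiogenesis and the endothelium were higher (median 0.59). Named genes of muscle development went both ways, 2 higher and 4 lower (median -0.20), as did those of the response to hypoxia, 3 higher and 4 lower. These 3 lists are not the genes of the paper's terms. Only 10 of 39, 6 of 28 and 7 of 24 of their genes, in that order, could be named through the paper's tables. Their directions therefore cannot be set against the paper's terms. An FDR under 0.05 was reached by 1 gene of the muscle development list and by 0 of the TCA cycle, fatty acid, angiogenesis and hypoxia lists, whose genes with an unadjusted p under 0.05 numbered 16, 14, 8 and 2.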

*Muscle*: Upregulated DEG in the muscle of the IVP calves strongly enriched functional terms related to aerobic respiration, the tricarboxylic acid (TCA) cycle, angiogenesis, fatty acid metabolism, skeletal muscle development, and response to hypoxia. 

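All 61 named genes of the cytosolic ribosome were lower in the muscle of IVP calves, with a median log2 fold change of -0.27, and 23 of them had an unadjusted p under 0.05 in edgeR's test with age. The genes that the paper's tables list for the ribosome in liver, which were chosen without the muscle libraries, gave a test in muscle. The 18 genes of the small subunit and the 35 of the large subunit were shifted downwards (17 of 18 and 35 of 35 lower; limma's camera with a preset correlation of 0.01, adjusted p over 4 lists 1.84e-06 and 9.73e-10). With fry the adjusted p was 0.0790 for both lists, and with the correlation between genes estimated from the data 0.377. The exact two-sided permutation test of the mean log2 CPM over 4 against 4 calves gave p = 0.0571 for either list, and p = 0.0857 without calf 3213.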

Contrary to the liver, downregulated DEG were associated with ribosome, translation, and amino acid biosynthesis (Table S6). Genes near the TSS of hypermethylated cytosines were involved in protein tyrosine phosphatase activity, whereas those related to hypomethylated cytosines only enriched glycosylation. NPCG upregulated in IVP calves were enriched by 12 annotation clusters containing similar functional terms as the upregulated DEG. However, NPCG upregulated in MOET calves were enriched by three main annotation clusters with functional terms related to ribosome and translation (Table S7). As for the results from the liver, overlapping DEG and NPCG were enriched by the common functional terms (Figure 4B).

Methylation proportions and the group affected the expression of genes involved in the TCA cycle, angiogenesis, muscle development, and ribosome, with a negative correlation between methylation levels and gene expression. For genes in all the pathways, except for ribosome, the expressions were predicted to be higher in the IVP group, whereas the inverse occurred for genes in the ribosome pathway (Figure 5B).

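The 16 TCA cycle genes had a mean log2 CPM of 7.36 ± 0.13 (SD, n = 4) in the muscle of IVP and 6.88 ± 0.050 (SD, n = 3) in that of MOET calves. The paper chose these genes from the same muscle libraries, so no p-value is given. The means of the 10 named angiogenesis genes were 4.10 ± 0.30 in IVP and 3.51 ± 0.058 in MOET calves. For the 61 named ribosomal genes the mean was 7.79 ± 0.13 in IVP and 8.06 ± 0.13 in MOET calves. The 6 named genes of muscle development had 5.46 ± 0.20 in IVP and 5.70 ± 0.091 in MOET calves, a difference of -0.24, and the ranges of the groups overlapped. The angiogenesis and muscle development genes are 10 of 39 and 6 of 28 genes of the written lists. The paper modelled all genes of its own pathways, so the directions cannot be compared. Methylation proportions were not used here.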

## Discussion

Results from the present study demonstrate that the embryo origin influenced the overall hepatic and muscular epigenome and transcriptome of the 3 month calves (Figures S1 and S2). Although the sample size was limited, findings were highly significant and indicated that calves produced through IVP showed aberrant hepatic and muscular epigenomic and transcriptomic profiles that, when compared to MOET calves, were clearly compatible with the following biological imbalances: increased aerobic respiration and thus energy generation in both organs; and notoriously, increased protein synthesis in the liver but decreased in muscle. Indeed, illustrating the expression levels for genes in oxidative phosphorylation and ribosome pathways distinctly highlight the similarities and divergences, respectively, between liver and muscle from IVP and MOET calves (Figure S4). Furthermore, a comparison between up-or downregulated DEG in the liver and muscle of the IVP calves compared to the MOET calves demonstrates that common DEG between upregulated DEG in the liver and downregulated DEG in muscle strongly enriched the ribosome pathway and the translation process. However, common upregulated DEG in both organs of the IVP calves enriched oxidative phosphorylation and fatty acid metabolism (Figure S5). Alterations of these functional terms occurred both at the transcriptomic and epigenomic levels. 

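Across the 12007 genes tested in both organs, the log2 fold change between IVP and MOET calves in liver was negatively correlated with that in muscle (across genes, which are not independent replicates: Pearson's r = -0.18, Spearman's rho = -0.33). A fit over all 16 libraries tested for each gene whether the difference between IVP and MOET calves was the same in both organs. Of 15237 genes, 1370 had an FDR under 0.05 (edgeR's quasi-likelihood test), with the difference more positive in muscle in 722 and more negative in 648. With the calf as a block, since both organs came from the same calves, there were 713, of which 655 were among the 1370. Without MOET calf 3218 or 5932 there were 0 at an FDR under 0.05, with 3643 and 3467 genes at an unadjusted p under 0.05.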

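With age as covariate, no gene was at once higher in the liver and lower in the muscle of IVP calves at an FDR under 0.05 in edgeR's test, and none the reverse. At an unadjusted p under 0.05 in both organs there were 360 and 438 such genes. Among the 10525 genes that DESeq2's Wald test with age tested in both organs, 31 were higher in liver and lower in muscle (9.62 expected by chance, Fisher's exact test, adjusted p = 2.19e-08 over the 4 pairs of directions) and 34 lower in liver and higher in muscle (11.5 expected). Without the age term in edgeR these numbers were 139 and 155, against 48.1 and 66.7 expected.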

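PRSS2 was the gene called higher in IVP calves in both organs in edgeR's test with age. With DESeq2's Wald test with age, 15 genes were higher in both organs, against 13.5 expected by chance (Fisher's exact test, adjusted p = 0.669), and 5 lower in both. Without the age term in edgeR there were 28 higher in both organs, fewer than the 76.9 expected. The paper concludes from its findings in liver and muscle that aerobic respiration rose in both organs of IVP calves and that protein synthesis rose in liver and fell in muscle, and adds to this the terms enriched by the genes shared between the organs.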

Although genes near the TSS of DMC did not enrich them, these pathways were associated with the NPCG, i.e., significant genes considering both types of data (Tables S5 and S7). Furthermore, by modeling the influence of the methylation level for all the genes involved in them (regardless of the statistical difference) and the group (IVP or MOET) on their mRNA expression, it became apparent how these terms were affected on muscle and liver of the IVP calves (Figure 5).

These metabolic differences for both organs in IVP versus MOET calves could be a potential consequence of the in vitro process per se. The physicochemical, oxidative, and energetic conditions of the medium used for the in vitro culture of the oocytes and/or embryos have strong effects on embryo developmental programming [35], impacting its epigenome and, in turn, generating consequences that can be retained into postnatal life. Epigenetics refers to “heritable changes in gene expression without altering the DNA sequence” [36], which can be altered by the environment, inducing modifications that remains in long term and even cross generations [37]. Although several investigations have improved the media for the IVP of bovine embryos, it is well accepted that the in vitro process still represents a stressful environment for the embryo, affecting it at the molecular level [38–44]. This effect is comparable to other adverse maternal situations, such as nutritional insults. For example, in a recent report, Chaput and Sirard [45] collected embryos from 60 days postpartum dairy cows presenting high levels of hydroxybutyrate, an indicator of negative energy balance. The transcriptome and epigenome of these embryos exposed to the maternal unfavorable conditions were coincident with previous findings for IVP embryos: the embryos switch to an “economy” mode by activating the mammalian target of rapamycin (mTOR) pathway and tumor protein 53 factor, whereas the mitochondrial function is reduced. Thus, the most affected pathways in these embryos were related to metabolism, including protein synthesis, and oxidative phosphorylation [45]. Accordingly, the response of IVP embryos to the stressful in vitro environment is reflected in mitochondrial dysfunction, not only impacting the energy regulation but also the production of methyl groups associated with one-carbon metabolism controlling histone acetylation and DNA methylation [46], and thus, mediating epigenetic modifications.

In a recently published study, we characterized the epigenetic and transcriptomic modifications of the IVP embryos compared to MOET embryos through the application of a multiomics data integration approach, to identify genes that were temporally differentially expressed and differentially methylated between IVP and MOET embryos from the blastocyst stage to the elongated conceptus [47]. We focused on the changes that could impact the trophectoderm function, which is the outermost layer of the conceptus that is in contact with the endometrium. A meta-analysis of 10 publicly available transcriptomic and epigenomic datasets revealed a cluster of genes with a strong deviation in their expression between IVP and MOET embryos at day 13 when the elongation process is initiated. Several of these genes were significantly related to the focal adhesion pathway. Interestingly though, the oxidation–reduction process and mitochondrial matrix were also among the affected functional terms by genes in this cluster (*P* < 0.05).

**Figure 6:**
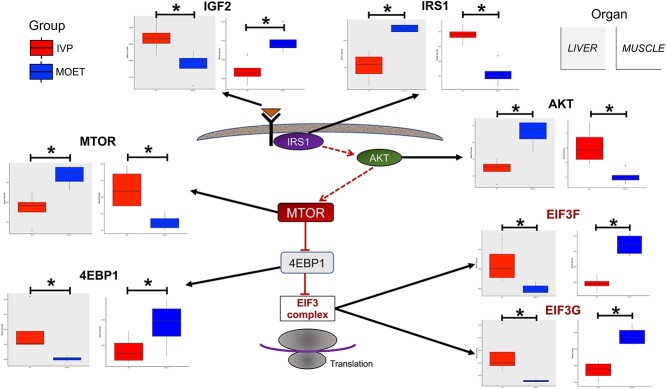
Expression levels for certain genes in the insulin/IGF-AKT–mTOR pathway. Genes followed opposite expression in the liver (gray background) and muscle (white background) of IVP calves (red boxplots) compared to MOET calves (blue boxplots). All the genes in the figure were differentially expressed at false discovery rate < 0.05 (*). Dashed arrows mean an indirect effect of one gene on the other. IVP: embryos were produced in vitro (ovarian mild stimulation, OPU, and cultured/fertilized in a serum-free media). MOET: embryos were produced in vivo (ovarian superovulation followed by embryo collection and transfer).

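In edgeR's test with age, INSR, IRS1, MTOR and EIF4EBP1 (the gene of 4EBP1) had FDRs between 0.125 and 0.127 in liver and between 0.114 and 0.320 in muscle. For EIF3F the FDR was 0.134 in liver and 0.157 in muscle, and for EIF3G it was 0.126 and 0.194. The name IGF2 is not paired with an ID in the tables used here, and this gene was not analysed here. Over 24 settings of the analysis, some of them chosen after seeing the data, the FDR in liver was under 0.05 in 11 for EIF4EBP1, 11 for EIF3G, 8 for MTOR and 5 for EIF3F. In muscle it was under 0.05 in 2 for MTOR, 4 for EIF3F, 2 for EIF3G and 0 for EIF4EBP1, whose FDR lay between 0.0903 and 0.594 there.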

Therefore, IVP conceptuses might present alterations in metabolic regulatory pathways from the blastocyst stage resulting in impaired trophoblast function, which is responsible for placental development. Indeed, previous reports in cattle have shown that the IVP process can impact the placenta by increasing the diameter and decreasing the thickness of the placentomes [48] and impairing blood vessel development [12, 49–51]. These aberrations might lead to placental insufficiency, a well-established cause of developmental programming, as the fetus might be chronically exposed to low oxygen levels (reviewed in Ref. [52]). Furthermore, the fetus can acquire a thrifty metabolic phenotype, which can even persist after birth [53, 54]. For example, in humans, 12-year-old children born with small size and low birth weight have similar metabolic rates as average-sized children, although energy production is mostly obtained from lipid oxidation rather than glucose oxidation [55]. In sheep, lambs that suffered intrauterine growth restriction (IUGR), a common consequence of placental insufficiency [56], not only are born with lower weight but later in life, they present lower contents of skeletal muscle protein, greater adiposity, and altered glucose metabolism and liver function [57–59]. Thus, metabolic adaptations and substrate utilization in fetal tissues can impact the organs’ functionality permanently.

Of all the organs in the body, the skeletal muscle and the liver are prone to develop persistent metabolic adaptations. Although they account for around 15% of the total weight of the late gestational fetus [60], combined they are responsible for around 50% of the total fetal oxygen consumption, and so they are the largest metabolic fetal organs [61, 62]. All calves in the present study presented comparable body weights at birth and at 3 months of age, so they were not suffering from IUGR or any other apparent maternal insult during fetal life. However, although subtle abnormalities in the fetal–placental unit can be compensated during gestation, the epigenome and transcriptome of these animals can be modified and remain altered during the postnatal life. Evidently, IVP animals presented abnormalities in metabolic pathways in skeletal muscle and liver compared with the MOET animals. 

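The genes that the paper's tables list for the TCA cycle in muscle were tested in liver, and those listed for complex I in liver were tested in muscle, so that neither list was chosen on the libraries that tested it. In liver 9 of the 16 TCA cycle genes were higher in IVP calves and 7 lower (adjusted p = 0.525, limma's camera over 4 lists). The 15 fatty acid genes gave 5 higher and 10 lower (adjusted p = 0.362). In muscle 10 of the 14 complex I genes were higher (camera, adjusted p = 0.0390; fry, 0.136). With each calf left out in turn, the adjusted p of camera was under 0.05 without calf 3209 (0.00460) or 3218 (0.0204) and between 0.0626 and 0.169 without any of the other 6. Their mean log2 CPM was 6.98 ± 0.13 (SD, n = 4) in IVP and 6.83 ± 0.054 (SD, n = 3) in MOET calves (exact two-sided permutation test over 4 against 4 calves, p = 0.114). Of the TCA cycle list written before the data were examined, 8 of 12 named genes were higher in IVP liver and 4 lower. Their mean log2 CPM was 6.45 ± 0.047 in IVP and 6.33 ± 0.065 in MOET calves, without overlap. In muscle 29 of 36 named genes of oxidative phosphorylation were higher and 7 lower, and the groups overlapped. These 2 lists are described without a test.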

Aerobic respiration was stimulated in both organs while notoriously, protein synthesis strongly diverged: it was increased in the liver while decreased in the muscle.

The explanation behind these observations might reside in how these organs react to the main oxidizable substrates used for energy production and tissue growth in the fetus, such as glucose, lactate, and amino acids [63]. The main orchestrators of nutrient partitioning are insulin and the insulin-growth factors (IGF). Briefly, insulin mediates its response through the insulin receptor (IR) and the insulin receptor substrate (IRS) proteins 1 and 2. The downstream signaling includes activation of the phosphoinositide 3-kinase and protein kinase B (AKT) pathways, and the classic p44/p42MAPK (ERK1/2) signaling cascade [64], which in turn, activates mTOR. However, mTOR regulates energy-sensing pathways, coordinating mRNA translation and mitochondrial energy production, to regulate cellular proliferation and growth rates [65, 66]. Indeed, protein synthesis needs to be closely coordinated with the energy yield, as it is one of the most energy-consuming processes in the cell [67, 68].

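The difference between IVP and MOET calves was compared between muscle and liver, gene by gene, in edgeR's fit over the 16 libraries. On the log2 scale it was higher in muscle by 1.63 for IRS1 (standard error 0.354, FDR 0.0296), by 1.09 for MTOR (FDR 0.0430) and by 1.16 for INSR (FDR 0.0500). For EIF4EBP1 it was -1.43 (FDR 0.0379). With the calf as a block, the FDR of IRS1 was 0.0306, and those of MTOR, INSR and EIF4EBP1 rose to 0.0549, 0.0660 and 0.0528. Over the 13 alternatives each, the FDR was under 0.05 in 8 for IRS1, 7 for MTOR, 7 for EIF4EBP1 and 5 for INSR.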

Interestingly, the mRNA expressions for several of the crucial players in the IGF/insulin-AKT–mTOR pathway were opposite in the liver and the muscle of the IVP calves, and significantly different from the expression in MOET calves (Figure 6 and Table S2). IGF2 is a well-known imprinted gene synthesized mainly by the fetal pancreas [69] and liver [70], which plays an important role in organ growth. 

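INSR, the gene of the insulin receptor (ENSBTAG00000012687), had 15.6 ± 3.19 CPM (SD, n = 4) in IVP and 26.1 ± 6.31 CPM (SD, n = 3) in MOET liver, a log2 fold change of -0.74 (standard error 0.209). In muscle it had 8.51 ± 3.25 CPM in IVP and 6.21 ± 0.91 CPM in MOET calves, a log2 fold change of 0.47 (standard error 0.247), and 3 of the 4 IVP calves lay above all MOET calves (exact two-sided permutation test, 4 against 3, p = 0.314). With each calf left out in turn, the log2 fold change of INSR in muscle lay between 0.15 and 0.58. IRS1 had 24.1 ± 8.64 CPM in IVP and 50.3 ± 2.81 CPM in MOET liver (log2 fold change -1.04, standard error 0.263), with all 4 IVP calves below all MOET calves (p = 0.0571 by the same exact test). In muscle IRS1 had 26.7 ± 3.17 CPM in IVP and 17.1 ± 5.01 CPM in MOET calves (log2 fold change 0.63, standard error 0.181; p = 0.0571 by the same exact test). In liver, the FDR over 24 settings lay between 0.00426 (DESeq2's Wald test without age) and 0.382 for INSR, and between 4.54e-06 and 0.382 for IRS1, where the lowest came from DESeq2 without age and without calf 5841, a setting chosen after seeing the data.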

In the IVP calves, compared to the MOET animals, IGF2 mRNA expression was upregulated in the liver and downregulated in muscle, while IR and IRS1 were downregulated in the liver and IRS1 upregulated in muscle. Regulation of translation is achieved through activation of mTOR, which phosphorylates and activates the eukaryotic initiation factor 4E binding protein 1 (4EBP1), causing their dissociation from the eukaryotic translation initiation factor 3 (EIF3) complex [71]. Although mTOR was downregulated in the liver and upregulated in muscle, 4EBP1 and all the 12 subunits of EIF3 were upregulated in the liver and inhibited in the muscle of the IVP calves compared to MOET calves. 

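MTOR had 19.1 ± 6.19 CPM (SD, n = 4) in IVP and 33.9 ± 6.63 CPM (SD, n = 3) in MOET liver, a log2 fold change of -0.80 (standard error 0.269, FDR 0.127 from edgeR). In muscle it had 16.5 ± 1.28 CPM in IVP and 13.2 ± 0.57 CPM in MOET calves (log2 fold change 0.32, standard error 0.105, FDR 0.144 from edgeR). EIF4EBP1 had 82.7 ± 34.9 CPM in IVP and 40.8 ± 4.36 CPM in MOET liver (log2 fold change 0.98, standard error 0.283), where IVP calf 5841 lay above the other IVP calves and without it the log2 fold change was 0.68. In muscle EIF4EBP1 had 148.6 ± 21.1 CPM in IVP and 199.2 ± 57.3 CPM in MOET calves, and this difference was within the spread of the calves (log2 fold change -0.42, standard error 0.193; exact two-sided permutation test, 4 against 3, p = 0.257).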

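The 12 subunits of EIF3 were all higher in the liver of IVP calves in edgeR's fit with age, by log2 fold changes between 0.047 (EIF3L) and 0.95 (EIF3J). In muscle 10 of the 12 were lower. EIF3A had a log2 fold change of 0.088 and EIF3J of 0.0025 there. The largest decreases in muscle were those of EIF3F (-0.31, standard error 0.108) and EIF3G (-0.26, standard error 0.102). In liver 10 of the 12 subunits had an FDR under 0.1 adjusted over the list alone, and 0 over all genes tested (9 of 12 had an unadjusted p under 0.05). In muscle there were 0 and 0 (2 of 12). With surrogate variables in place of age 10 of 12 were higher in liver, without calf 5841 11 of 12, and in muscle 11 of 12 were lower with RLE factors and 9 of 12 without calf 3218. The paper chose the list on these samples, so neither the count over the list alone nor the tests of the list below are independent evidence.
As a list, the subunits were shifted upwards in liver and downwards in muscle (limma's camera, adjusted p over 4 lists 3.33e-04 and 0.0345), and the difference between the organs was tested for this list alone (adjusted p over 1 list 1.29e-05). Under fry the between-organ difference held (adjusted p = 0.0228) and the shifts in liver (adjusted p = 0.182) and muscle (0.136) did not, and with the correlation estimated from the data none of the 3 did. The mean log2 CPM over the 12 subunits was 6.57 ± 0.34 (SD, n = 4) in IVP and 6.09 ± 0.022 (SD, n = 3) in MOET liver (exact two-sided permutation test over 4 against 4 calves, p = 0.0286, the smallest this design allows; 0.0571 without calf 3213). In muscle it was 6.68 ± 0.10 in IVP and 6.82 ± 0.082 in MOET calves (exact permutation test, p = 0.0857; 0.171 without calf 3213). A negative binomial regression of the counts of the 12 genes on group gave an effect of 0.48 log2 units in liver (p = 0.0286 from all 70 relabellings of the calves) and -0.14 in muscle (p = 0.0857), and without calf 3213 the relabelling p was 0.0571 in liver and 0.171 in muscle. Without calf 5841 the liver effect was 0.30.

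**Figure D2:**
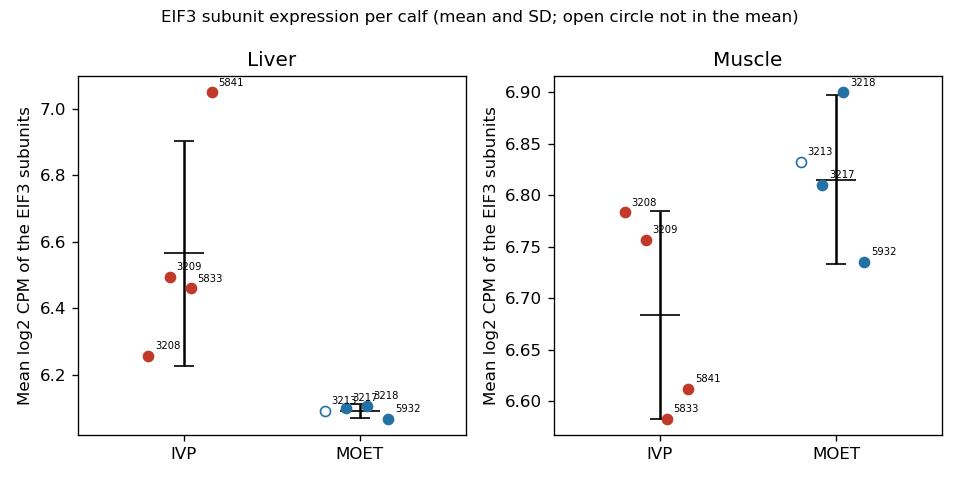
Mean log2 CPM of the 12 EIF3 subunits in each calf, by organ, for IVP (red) and MOET (blue) calves; the bar and whiskers are the mean and SD over 4 IVP and 3 MOET calves, and the open circle is MOET calf 3213, which is not in the mean. In liver the IVP calves sit between 6.26 and 7.05, above all MOET calves, and in muscle the groups overlap.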

The difference was significant (FDR < 0.1) although, for 10 and 3 of the 12 subunits of EIF3 in liver and muscle, respectively (Table S8).

Therefore, a potential explanation for the observed results is that the “energy” economy mode adopted by the IVP embryos [72], and the subtle but impaired placental perfusion during pregnancy, impacted the liver metabolism during fetal life, increasing glucose production from the liver and leading to increased peripheral insulin sensitivity in postnatal life, in a similar fashion as occurring in IUGR fetuses [73]. Although it was not measured, it is possible that IVP animals presented peripheral insulin resistance, as suggested by the functional analysis of the clusters of NPCG with increased expression in the muscle of IVP calves (Table S7). The metabolic status of these animals could have been modified to prioritize energy production by the TCA cycle and lipid oxidation, rather than protein synthesis, in muscle, whereas both processes were augmented in the liver, of the IVP calves. Furthermore, these IVP animals showed an epigenomic and transcriptomic profile compatible with an earlier activation of the HPG axis [15]. If energy availability is restricted during fetal development, glucose is allocated to the brain, to prioritize the functioning and development of the central nervous system [74]. Thus, inadequate energy utilization during fetal and postnatal life of IVP calves could have impacted brain development and thus, the activation of the HPG axis.

## Conclusion

In this study, we applied multiomics data integration approaches to investigate the muscular and hepatic epigenomic and transcriptomic differences between healthy IVP and MOET male calves. We introduced a novel concept of NPCG resulting from combining differentially observed features after the analyses of both omics. Results from this study show that IVP calves, with similar birth weight and growth rate as MOET calves, presented alterations in the hepatic and muscular epigenome and transcriptome compatible with altered energy regulation, at 3 months of age. Specifically, cellular aerobic respiration is stimulated in the liver and muscle of IVP calves, whereas protein synthesis is increased in the liver but inhibited in the muscle when compared to the MOET animals. Futures studies can help to elucidate the main mechanisms behind these observations and to evaluate the implications of these findings in practical ART based on IVP of cattle embryos.

## Data availability

The data underlying this article are available in the GEO repository and can be accessed with the accession number GSE176219.

## Authors’ contributions

M. B. Rabaglino analyzed the data, interpreted, and visualized the results, and wrote the original article. M. B. Rabaglino and J. Bojsen-Møller Secher collected the samples. P. Hyttel and J. Bojsen-Møller Secher designed the original project. H. N. Kadarmideen designed the study package, supervised the analyses, and interpreted the results. J. Bojsen-Møller Secher, P. Hyttel, and H. N. Kadarmideen improved the original version of the article. All the authors approved the final version.

## Supplementary Material

SuplementalFigureS1_ioac131 Click here for additional data file.

SuplementalFigureS2_ioac131 Click here for additional data file.

SuplementalFigureS3_ioac131 Click here for additional data file.

SuplementalFigureS4_ioac131 Click here for additional data file.

SuplementalFigureS5_ioac131 Click here for additional data file.

SupTable1_ioac131 Click here for additional data file.

SupTable2_ioac131 Click here for additional data file.

SupTable3_ioac131 Click here for additional data file.

SupTable4_ioac131 Click here for additional data file.

SupTable5_ioac131 Click here for additional data file.

SupTable6_ioac131 Click here for additional data file.

SupTable7_ioac131 Click here for additional data file.

SupTable8_ioac131 Click here for additional data file.

# Supplementary material for: In vitro- and in vivo-produced male dairy calves show molecular differences in the hepatic and muscular energy regulation
**Source:** Biol Reprod. 2022 Jun 29;107(4):1113–24. doi: 10.1093/biolre/ioac131
**Supplement:** SuplementalFigureS5_ioac131

Up-regulated DEG IVP  
vs MOET - MUSCLE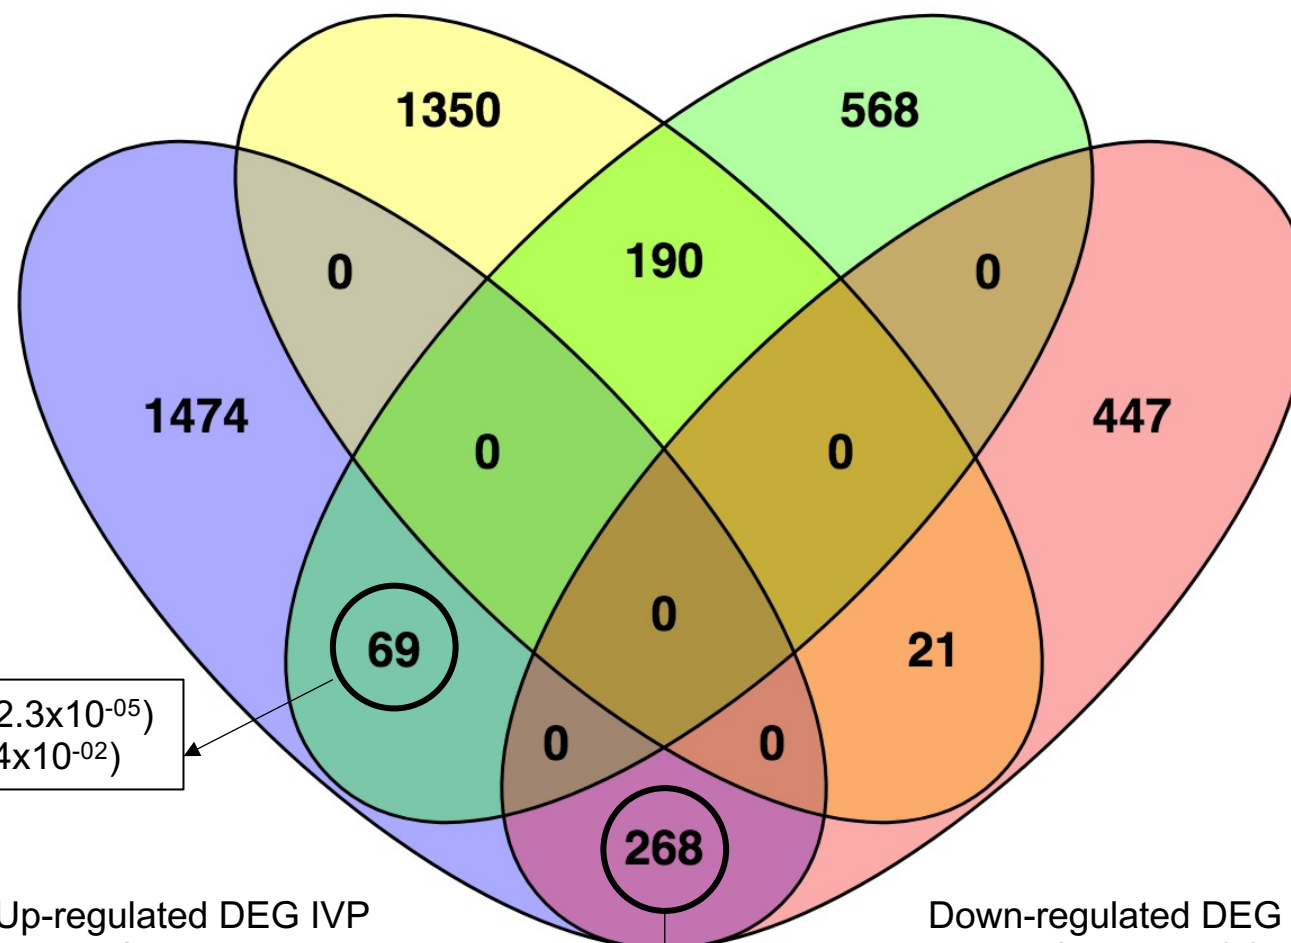

Up-regulated DEG IVP  
vs MOET - LIVER

Down-regulated DEG IVP  
vs MOET - MUSCLE

Ribosome (FDR=  $5.4 \times 10^{-38}$ )  
Translation (FDR=  $5.0 \times 10^{-25}$ )

How the deposited data were processed for this re-analysis (not part of the article)

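RNA of the liver and the skeletal muscle of 8 Holstein bull calves, 4 from embryos produced in vitro (IVP) and 4 from embryos produced by multiple ovulation and embryo transfer (MOET), was sequenced by the authors in 16 unstranded libraries of polyadenylated RNA. They filtered the reads with SOAPnuke, aligned them with STAR to the bosTau9 assembly, counted them per Ensembl gene with HTSeq-count and adjusted the counts for age with sva. The paper's text does not give the model of that adjustment. The deposited values are whole numbers for 27607 gene IDs and are treated as estimated counts, since they are not the reads as counted. The design had assumed counts, and the same tests were used after rounding to whole numbers, which changed no value. No ID is a total or an unassigned class, and there were 0 other columns of values per sample. The methylation data were not used here.
Each library's group, calf, age and parents were taken from the sample labels and the paper. Gene names came from the supplementary tables of the paper, which pair 4181 of the IDs with a name. The copy of Table S2 used here holds 1187 of the 3372 DEG the paper gives for liver, so no overlap or enrichment test was run on it. Since these tables list genes the paper selected on the same libraries, the directions of lists of named genes are given as descriptions. Of the gene lists written before the data were examined, the EIF3 subunits could be named completely, 12 of 12. The others reached under 80%, among them the markers of other cell types, and tests on them were void. The genes the paper's tables give for terms of liver were tested in muscle, and those for terms of muscle in liver, 3 lists each, a choice made after the data were seen.
In each organ, genes were kept by filterByExpr of edgeR (version 4.0.16; a minimum count of 10 and a minimum total of 15), libraries were scaled by TMM, and a quasi-likelihood test of the group was fitted with age in days as covariate and Benjamini-Hochberg adjustment at 0.05. The difference between the organs was tested in 1 fit over the 16 libraries. Lists were tested with camera of limma (version 3.58.1; preset correlation 0.01), per-calf means of log2 CPM (prior count 2) by exact two-sided permutation, and the counts of the EIF3 subunits by negative binomial regression with MASS (version 7.3.60.0.1) and all 70 relabellings of the calves. DESeq2 (version 1.42.0) and sva (version 3.50.0) were used for alternatives, in R 4.3.3. Files were read and figures drawn with Python 3.11.15 and matplotlib 3.10.9. The fits were tested on simulated data with 200 genes changed by 1 log2 unit. These data held no adjustment for age, and their genes varied independently of each other. The fit between the organs called 84 of the 192 changed genes it could test there, 43.75%, with 6.67% of its calls false.
Both organs came from the same calves, so the calf pairs the libraries by design. The correlation of the deviations of a calf's 2 libraries from their group means lay between -0.157 and 0.275 (median 0.0854) and was above 0.1 in 4 of 8 calves. The fit with the calf as a block is an alternative.
Named genes were fixed before the data were examined as the genes the paper names in its text, Fig. 6 or Table S8 with the other members of their families, and in each organ up to 3 DEG with the largest rise and 3 with the largest fall among those with a mean of at least 5 CPM and no overlap between the groups. IGF2, IGF1 and IRS2 are not paired with an ID in the tables used here and were not analysed here, and 1 gene covered by this rule is not reported here. There were 19 alternatives for the number of DEG in each organ set at that stage, and 4 were added after the data were seen.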

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

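The test of the library size of calf 5841 was chosen after the result was seen.
Among 122 groups of 4 calves, 12 had a calf far from the other 3 (a gap to the nearest of them above Dixon's 95% limit, as a share of the range), where chance gives 6.1. IVP calf 5841 stood apart in 4 of them, all in liver: it was high in EIF4EBP1 (0.836 of the range), EIF3J (0.863) and EIF3A (0.841) and low in ENSBTAG00000047752 (0.950). Its liver library deviated from the other 7 by a median of 0.452 on the log2 scale, and no other liver library by more than 0.236. The tables argue against library size, since its total of 23492523 lies within the range of the others, and against muscle RNA, since genes at least 100 times higher in muscle took 0.0517% of its counts and up to 0.0543% of another library's. A library of another calf cannot be told apart from it, since 1 gene served as a marker, with 0 mismatches. The 10 genes with the most counts took 18.5% of its counts, against 21.4% to 24.1% in the other liver libraries. These shares argue against a few genes taking most of its counts. A difference of this calf itself stays open and was not tested.
The other 8 were MOET calf 3218 in EIF3K in liver (0.843), IVP calf 5833 in ENSBTAG00000037899 in liver (0.906) and in INSR (0.832) and IRS1 (0.835) in muscle, MOET calf 3213 in EIF3B in muscle (0.842), IVP calf 3209 in EIF3I in muscle (0.875), MOET calf 5932 in EIF3I in muscle (0.885) and IVP calf 3209 in the mean of the complex I genes in muscle (0.869), where it had 6.79 and the other IVP calves 7.03 to 7.06. Without calf 3209 that difference was 0.21 (exact permutation p = 0.0286) in place of 0.15. No explanation of these 8 was tested, and they are near the number that chance gives.
The difference between IVP and MOET calves was not the same in liver and muscle for 1370 genes in edgeR's test of the interaction. Of the splits of the 8 calves into 2 groups of 4, 2 of 35 gave as many, and the other of them gave 2543. The number depended on single calves: it was 0 without calf 3218 or 5932 (3643 and 3467 genes with an unadjusted p under 0.05), 1 without 3217, 43 without 3209, 77 without 5833, 2164 without 3213 and 2514 without 3208. Among the named genes the FDR was 0.0500 for INSR, 0.0296 for IRS1, 0.0430 for MTOR, 0.0379 for EIF4EBP1, 0.0389 for EIF3F, 0.0370 for EIF3G, 0.0474 for EIF3K, 0.0370 for PRSS2, 0.0472 for CCDC42, 0.0201 for ATF3 and 0.0201 for ENSBTAG00000047752. The EIF3 list differed between the organs by limma's camera (adjusted p over 1 list = 1.29e-05), and 7 of the 35 splits gave a value as small. A grouping of calves by chance therefore stays open, beside a difference between the tissues.
PRSS2 was at least 3425-fold higher in the mean of the IVP calves than in MOET liver, and at least 2353-fold in the lowest of them, and the paper's text does not discuss it. Another cell type in the IVP samples would bring other genes, and 0 other genes were on in every IVP and off in every MOET liver library. In muscle the IVP-MOET split of the 7 calves other than 3213 parted 7 genes into on and off, PRSS2 among them. For muscle another cell type therefore stays open. Of the 35 splits of 7 calves into 4 and 3, 1 parted a gene into on and off in both organs, the IVP-MOET split. A difference in what the IVP calves inherited or in how the embryos were made stays open as a hypothesis, and reads shared with paralogs of this trypsin gene family or a mislabelled sample were not tested. ATF3 was higher in IVP muscle with a log2 fold change of 2.83, which stayed between 2.51 and 3.32 over the alternatives, and without calf 3217 or 3218 its FDR in edgeR was 0.0972 and 0.157, the highest of a range from 2.07e-17. The gene is not discussed in the paper's text. The list of immediate early genes could be named for 16 of 25 genes, too few for a test of the handling of the tissue. Of these 16, 12 were higher in IVP muscle, and JUN (log2 fold change 1.03, FDR 0.0439 from edgeR) and BTG2 (1.61, FDR 0.0439), named after their values were seen, were called beside ATF3. In liver 13 of the 16 were higher in IVP calves and 3 lower. An unadjusted p under 0.05 was reached there by 12 and an FDR under 0.05 by 0 in edgeR. ATF3 itself did not differ in liver (log2 fold change 0.028, FDR 0.925 from edgeR). Handling of the tissue therefore stays open.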

How the results depend on the processing

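Alternatives that leave out calf 3213 or 5841 together with another change of setting, the DESeq2 overlap without age and every test of the lists taken from the other organ were chosen after seeing the data. Where a result changed, the cause was not tested unless a test is named.
The number of DEG moved most. In liver it was 5, and 4 with RLE factors. It was 1471 with DESeq2 and age (726 higher, 745 lower), 4464 with DESeq2 without age (2482 and 1982), 1056 with DESeq2 and surrogate variables, 2998 with edgeR without age (1567 and 1431), 665 with surrogate variables in edgeR, 2 with the dam in place of age, 17 without a filter, 1 with at least 10 counts in every calf, 2048 with all 16 libraries in the fit and 19 among the 4 full siblings. Across the 8 fits that each left out a calf it ranged from 1 to 2187, with 2187 without calf 3213, 1219 without calf 5841 and 101 without calf 3208. The added settings gave 5 without age and calf 3213, 2103 with DESeq2 in place of edgeR there, 3628 without age and calf 5841, and 3671 with DESeq2 there. All 5 genes were higher in IVP calves with age in edgeR, while 49.4% of the calls were higher with DESeq2 and age, and 52.3% with edgeR without age.
In muscle there were 60 DEG, and 64 with RLE factors. There were 456 with DESeq2 and age (265 higher, 191 lower), 1563 with DESeq2 without age (827 and 736), 471 with DESeq2 and surrogate variables, 1174 with edgeR without age (716 and 458), 247 with surrogate variables in edgeR, 29 with the dam in place of age, 186 without a filter, 40 with at least 10 counts in every calf, 45 with all 16 libraries and 21 among the full siblings. Across the fits that each left out a calf the number ranged from 6 (without calf 3218) to 350 (without calf 3209). The added settings gave 83 and, with DESeq2, 591 without age and calf 3213, and 401 and 902 without age and calf 5841.
The interaction between organ and group gave 1370 genes, 4050 without age and 713 with the calf as a block. It ranged from 0 to 2514 across the fits that each left out a calf: 2514 without calf 3208, 2164 without 3213, 1608 without 5841, 77 without 5833, 43 without 3209, 1 without 3217, and 0 without 3218 or 5932, where 3643 and 3467 genes had an unadjusted p under 0.05. Under the block, the EIF3 list still differed between the organs (limma's camera, adjusted p over 1 list = 1.24e-04), while INSR, MTOR, EIF4EBP1, EIF3F, EIF3G, EIF3K, PRSS2 and CCDC42 passed to an FDR above 0.05. IRS1, ATF3 and ENSBTAG00000047752 stayed under it, and the block changed no other call. The number of DEG shared by the organs was 1, with 85 for DESeq2 with age, 626 for DESeq2 without age and 339 for edgeR without age, and ranged from 1 to 9 across the fits that each left out a calf, with 9 without calf 3213, 6 without 5841 and 2 without 3208 or 5833. The EIF3 subunits were enriched among the DEG higher in liver in edgeR without age (Fisher's exact test, adjusted p = 0.00177, against 1 with age and 0.252 with DESeq2 and age). With age, edgeR called 5 genes higher in liver, too few for this test. The unadjusted p of the same test was 7.51e-04 with all 16 libraries in the fit and 3.84e-07 in DESeq2 without age. In edgeR with age it was 0.00108 without calf 3213 and 0.00130 without calf 5841. The fits that left out any other calf called no subunit in liver.
The call for a list depended on the correlation assumed between its genes. With the correlation estimated, camera's adjusted p was 0.565 for EIF3 and for insulin signalling in liver, 0.467 for EIF3 and for complex I in muscle, 0.377 for the small and the large ribosomal subunit in muscle and 0.173 for EIF3 between the organs. With fry it was 0.182, 0.119, 0.136, 0.136, 0.0790 and 0.0790 in that order, and 0.0228 between the organs. Among the full siblings it was 0.218 for EIF3 and 0.297 for complex I in muscle, and the TCA cycle genes in liver turned from higher to lower (adjusted p = 0.877). Across the fits that each left out a calf, the adjusted p ranged from 0.00982 to 0.130 for EIF3 in muscle (above 0.05 without 3217, 3218, 5833 or 5841) and from 0.00460 to 0.169 for complex I in muscle, where it was under 0.05 without 3209 (0.00460) or 3218 (0.0204) and above it without 3208 (0.0966), 3213 (0.0892), 3217 (0.169), 5833 (0.0884), 5841 (0.113) or 5932 (0.0626). The exact permutation p of the EIF3 mean per calf in liver and the relabelling p of the EIF3 counts in liver both ranged from 0.0286 to 0.0571, with 0.0571 without any of the 4 MOET calves.
For the other 37 results, most of them single genes, 711 values were computed under the alternatives. Of these, 564 kept their direction and their side of the threshold, 61 values of 11 results lost a call in the same direction, 69 values of 13 results gained one and 17 values of 2 results moved by more than the spread.
The alternatives with gene lengths were not run, since no lengths were given. The number of calves limits the exact tests, whose p cannot go below 0.0286. In counts simulated with changes of 1 log2 unit, 62% of the changed genes were called in liver with age and 94% in muscle. Those counts were not adjusted for age and their genes varied independently, so the shares need not hold for the deposited counts.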

Differences from the paper's values

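The paper gives 3372 DEG for liver and 1563 for muscle, and the edgeR fits with age gave 5 and 60. Of the 19 alternatives set before the data were examined, DESeq2 without age (4464 and 1563) and edgeR without age (2998 and 1174) came within 1.5 times of the paper's values in both organs, and the other 17 did not. In muscle DESeq2 without age gave the paper's 1563, and the FDR of 12 of the 12 EIF3 subunits in that fit equalled that of Table S8 to 3 digits. The paper's shares of the 27607 transcripts, 12.2% and 5.7%, stand against 0.0181% and 0.217%, and under the same 2 alternatives they were 16.2% and 10.9% in liver and 5.66% and 4.25% in muscle. Settings without calf 5841 in liver, chosen after seeing the values, gave 3671 DEG with DESeq2 and 3628 with edgeR, both without age. A further search in liver brought the number of DESeq2 settings tried to 23, chosen after the paper's value was seen. With calf 5841 as a group of its own there were 3369. The next settings all left out the liver library of calf 5841. With size factors from 15 libraries there were 3308, without independent filtering 3300 and with size factors from 8 libraries 3596. With both organs in the fit there were 3619, and with a local dispersion trend 4629. Minimum sums of 1, 5 or 10 counts per gene gave 3675, 3666 and 3684. Without age, leaving out calf 3209, 3218, 5833 or 5932 gave 3033, 4030, 3948 and 2293, and with age leaving out calf 3213 gave 2655. These settings also came within 1.5 times of the paper's value, and none of the 23 gave 3372.
The paper reports an FDR under 0.1 for 10 of the 12 EIF3 subunits in liver and 3 in muscle, and edgeR with age gave 0 and 0. In liver the alternatives DESeq2 without age, edgeR without age and edgeR without calf 3208 gave 10, all 16 libraries in the fit gave 9 and edgeR without calf 3213 gave 8. The settings without age and calf 5841, chosen after seeing the values, gave 10 with edgeR and with DESeq2. In muscle DESeq2 without age gave 3 and edgeR without age 2, and DESeq2 without age and calf 3213 or 5841, chosen after seeing the values, gave 2 each. None of the other alternatives set before the data were examined came within 1.5 times of the paper's number.
Fig. S5 shows about 270 genes higher in liver and lower in muscle, about 190 lower in liver and higher in muscle, about 69 higher in both and about 21 lower in both, read by eye, against 0, 0, 1 and 0. The fits without age gave 155 lower in liver and higher in muscle and 17 lower in both, within 1.5 times of the paper's values, and 139 and 28 for the other pairs, which were not. DESeq2 without age, added after seeing the values, gave 316, 210, 73 and 27.
For EIF3J the paper's log2 fold change in liver is 0.59, against 0.95 (standard error 0.347), and 9 of the 19 alternatives came within that error: surrogate variables in DESeq2 and in edgeR, the dam in place of age, at least 10 counts in every calf, the full siblings, and the fits without calf 3213, 3217, 5841 or 5932. The other 10 did not. In muscle the paper's value for EIF3J is -0.022, against 0.0025, and 10 of the 19 alternatives had the paper's sign and came within the error: RLE factors, DESeq2 with and without age, edgeR without age, no filter, all 16 libraries, and the fits without calf 3208, 3209, 3217 or 3218. The other 9 did not. For EIF3A in muscle the paper's value is -0.068, against 0.088, and none of the 19 alternatives closed the gap. DESeq2 without age gave 0.068 there, of the same size and the opposite sign, and its FDR of 0.608 is the paper's own. That estimate and the paper's thus differ in sign alone.
The paper shows IRS1, mTOR, 4EBP1, EIF3F and EIF3G as DEG in both organs and states that IR was lower in liver. In edgeR with age, IRS1, MTOR, EIF4EBP1, EIF3F and EIF3G were DEG in neither organ and INSR was not a DEG in liver, with an FDR between 0.114 and 0.256. In liver, all 6 genes were DEG with DESeq2 and with edgeR without age. All but INSR were with all 16 libraries in the fit, all but EIF3F without calf 3213, all but MTOR and EIF3F with DESeq2 and age, IRS1, MTOR, EIF4EBP1 and EIF3G without calf 5841, and IRS1, EIF4EBP1 and EIF3G with surrogate variables in either tool. In muscle, IRS1, MTOR, EIF3F and EIF3G were DEG with DESeq2 without age, the first 3 of them with edgeR without age, and IRS1 with DESeq2 and surrogate variables. Of the settings chosen after seeing the values, leaving out age and calf 5841 called all 6 genes in liver in either tool, and IRS1, EIF3F and EIF3G in muscle in DESeq2, and DESeq2 without age and calf 3213 called all but EIF3F in liver and IRS1 and EIF3F in muscle. EIF4EBP1 was a DEG in muscle under no setting.
The paper states that all 12 EIF3 subunits were lower in muscle. EIF3A and EIF3J had log2 fold changes above 0 there, and no setting gave more than 11 lower subunits.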

Other observations

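The test of the adjustment for age by the deviation of calf 3213 and the counts of splits for genes shared by the organs were chosen after the result was seen.
Hypothesis: the adjustment for age made before deposit set the counts of MOET calf 3213, 144 days old where the others were 98 to 104, in genes with a mean above 200 counts to nearly the mean of the other MOET calves. A separately sequenced library cannot lie closer to that mean than its counting noise, 0.0385 in liver and 0.0404 in muscle (median deviation, log2). The deviation of calf 3213 was 0.0260 in liver and 0.0187 in muscle, which is consistent with such an adjustment fitted with the groups kept. The values of the other 7 calves lay above the noise. These values cover 8256 genes in liver and 6374 in muscle. Over the 500 most variable muscle genes calf 3213 did not lie at the mean of its group, with a first principal component of -37.1 where the other MOET calves had -5.42 to -2.04, so for other genes this stays open.
Hypothesis: the large numbers of DEG found without an age term come from testing counts that were adjusted for age. Counts simulated with no group difference, adjusted for age in the same way and tested by DESeq2 without age gave at most 102 DEG in liver and 54 in muscle over 10 simulations, where the real libraries gave 4464 and 1563. The form of the adjustment was assumed and simulated genes varied independently of each other, so this leaves open how much the adjustment contributed. In a further test, a library at the mean of 3 calves was added to each split of the 7 other calves into 4 and 3. The IVP-MOET split rose from 5 to 3200 DEG in liver and from 83 to 1209 in muscle. In each organ 2 of the 35 splits gave as many, with up to 5101 and 1221 for another split and a median of 0 over the others. A library held at the mean and counted as a separate calf may therefore account for much of the number in edgeR without age. It does not account for all of it in DESeq2, which without age and calf 3213 still called 2103 genes in liver and 591 in muscle. With age and without calf 3213 edgeR called 2187 in liver and 42 in muscle.
Splits of the calves were counted for the numbers of DEG, the lists, the correlation between the organs, the DEG shared by them and PRSS2. They were not counted for the enrichment of EIF3 subunits among DEG or for the share of genes without overlap between the groups. In liver 2 of 35 splits gave as many DEG with age, and the split of calves 3208, 3217, 3218 and 5932 from the others gave 3097. In muscle 2 of 35 did, with 111 for the split of calves 3208, 3213, 5833 and 5841. Without age and without calf 3213, 1 of 35 splits of the 7 calves gave as many in liver, the real one, and 2 of 35 in muscle, where another gave 215. A camera p as small was given by 9 of 35 splits for EIF3 in liver, 10 for EIF3 in muscle, 5 for the small and 5 for the large ribosomal subunit in muscle, 10 for complex I in muscle, 18 for the TCA cycle in liver, 21 for fatty acid metabolism in liver and 3 for insulin signalling in liver. A correlation of the log2 fold changes between the organs as negative was given by 3 of 35. As many DEG shared by the organs as the 1 of edgeR with age were given by 1 of 35, the real one, as were the 65 that DESeq2 with age called in opposite directions, where another split gave 22. Calf 3213 counted as a separate calf in both. Without it edgeR with age shared 9, and DESeq2 without age, a setting chosen after seeing the data, called 59 higher in liver and lower in muscle and 63 the reverse (18.8 and 21.2 expected), where it had called 316 and 210 with it. PRSS2 was parted into on and off in both organs by 1 of 35 splits of the 7 calves, the real one. For the other results, except PRSS2 and the liver DEG of the 7 calves, a grouping of calves by chance stays open.
The 20 genes the paper's tables give for insulin signalling in muscle were shifted downwards in liver (16 of 20 lower, camera, adjusted p = 3.33e-04). All 20 were higher in muscle, where the paper chose them as such in these same libraries, so that direction is no test. The mean log2 CPM in liver differed by -0.54 (two-sided exact permutation p = 0.0571). With each calf left out in turn the difference lay between -0.65 (without 3208) and -0.42 (without 5841), and the exact permutation p was 0.0286 without 3208, 0.0571 without 3209, 3218 or 5833 and 0.0857 without 3213, 3217, 5841 or 5932.
Hypothesis: the difference between the groups is one between parents. IVP calves 3208 and 3209 and MOET calves 3217 and 3218 share both parents. Of the 500 genes that differed most between these pairs, 94.6% in liver and 81.6% in muscle kept their direction between IVP calves 5833 and 5841 and MOET calf 5932. The other pairings of the 4 siblings gave 10.8% and 46.8% in liver and 63.8% and 52.4% in muscle. With 3 pairings no share under 0.05 can be had, so the parents cannot be told apart from the groups for the other 3 calves by this test.
The liver log2 fold changes in the part of Table S2 used here, 1187 genes, differed from those of DESeq2 without age and without calf 5841 by a median of 0.0037, and from those of DESeq2 without age over 8 calves by 0.197. The paper's text names no calf left out. With any other single calf left out in DESeq2 without age, the median difference lay between 0.152 (calf 3217) and 0.340 (calf 3208). Of the single calves, leaving out 5841 thus gave the smallest difference. The comparison was made after the paper's values were seen, and the reason for the match was not tested.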
